A study of Mus musculus with 9 samples. Its data were reported in "Glycocalyx dysregulation impairs blood–brain barrier in ageing and disease" (2025).

How the data were processed

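The data were UMI counts from single-nucleus RNA sequencing (10x Genomics 3′ chemistry) of cortex and hippocampus from 9 mice, with 1 library per mouse. The deposited matrices hold raw counts, as whole UMIs per gene and nucleus, which the authors made by aligning reads to the mouse genome GRCm38 with Cell Ranger. The matrix headers give Cell Ranger version 7.2.0, which differs from the version named in the study's methods. Whether intronic reads were counted, as this version does by default, was not determined, and this bears on the results on gene span and mature transcripts. They list barcodes that passed Cell Ranger's own filter, and no removal of free RNA or of doublets had been applied to them. Of 31053 genes listed, 31011 had coordinates in the GENCODE vM21 annotation of GRCm38, which gave all positions, strands and gene types.

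Nuclei with at least 200 and at most 5000 genes and at most 10% mitochondrial UMIs were kept. The matrices held 77823 barcodes and 74895 were within these limits. The upper limit removed 2923, the mitochondrial limit 5 and the lower limit 0. Doublets were scored per sample by the share of simulated doublets among a nucleus's neighbours. The number removed followed a preset rate of 0.8% per 1000 barcodes, so that 5.07 to 8.21% of barcodes per sample were marked. Of these, 4555 were within the limits, and 70340 nuclei remained. This is not a measured doublet rate, and the score differs from the caller that the study used.

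Counts were scaled per nucleus, log-transformed and reduced with 2000 variable genes to 15 principal components. A graph of 20 nearest neighbours was clustered by the Leiden method at a resolution of 0.3. No integration across samples was applied. Clusters were named from fixed marker lists when at least 3 markers of a class passed, each at 2 times the median cluster or more and in at least 10% of nuclei. A cluster with at least 50% of the markers of another class, at 50% of the score, stayed unnamed. So did a cluster with few UMIs and no marker among its 10 top genes. The rule that left unnamed a neuron cluster with glutamatergic and GABAergic markers had its threshold of 50% set after the clusters were seen. Macrophage, T cell and ependymal lists named no cluster.

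Shares of nuclei were compared among the groups with an exact permutation test of the F statistic over all 280 partitions, adjusted over the 10 named classes by the Benjamini-Hochberg method. For gene tests, counts were summed per sample and class, and classes with at least 10 nuclei in every sample were used. The 6 classes tested were set beforehand. Genes were filtered with filterByExpr (minimum count 10), scaled by TMM and fitted with the quasi-likelihood model of edgeR 4.0.16, with all 9 samples in 1 fit per class. Tests were two-sided, with an adjusted p under 0.05 within a class as the threshold. CPM values of named genes use TMM-scaled totals, except those of B3gnt3, which use raw totals. SE values were derived from the F statistic. DESeq2 1.42.0 was run on the same sums, with its filter alpha at 0.1. B3gnt3 in BECs was compared with a two-sided exact permutation test, for which 3 samples against 3 cannot give a p below 0.1.

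Groups, comparisons, marker lists, gene lists, the naming rule and the first list of other settings were set before the data were examined. The naming rule took, in excitatory neurons and in oligodendrocytes, the 3 largest rises and the 3 largest falls with an adjusted p under 0.05. It asked for a mean of at least 50 counts per sample and groups that do not overlap in CPM. In other classes it took 1 rise and 1 fall. It added the 5 genes called for treatment in most classes and the gene lists taken from the study.

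The change with AAV-B3GNT3 was set against the reversed change with age as Pearson's r across genes. Since both comparisons use the aged AAV-EGFP libraries, r was also computed in 20 simulated draws with no change and with different aged AAV-EGFP libraries in each comparison. The draws vary each gene on its own and leave out variation that the genes of a library share. After the results were seen, such draws were also put through the other settings of the gene test and each set of 8 samples, but not through settings that change the nuclei, clusters or background. Draws for DESeq2 and for no filter on low counts included the genes that the filter removes. The distance between samples was the root mean square difference in log2 CPM per class. The r was further computed on log2 CPM in 100 regroupings of the 9 samples. Each count of genes was compared with the 10 splits of the 6 samples concerned. The tests were tested on simulated data with 200 changed genes, as described with the effect of depth.

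Other settings set then were DESeq2, RLE size factors, no filter on low counts, no doublet removal, no upper limit on genes, finer clustering at a resolution of 1.0, and only the groups compared in the fit. Others were the replicate number as a block, the mitochondrial share as a covariate, subtraction of an estimate of free RNA, and leaving out each sample. Free RNA was estimated per sample and class as the lowest ratio of observed to profile counts over marker sets of other classes. Settings chosen after seeing the data removed the trend over gene span or GC content, thinned all sums to 1 depth, added the mixed neuron cluster to the inhibitory neurons, or used the largest neuron cluster alone.

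Totals per sample ran from 47332047 to 79964605 UMIs. Counting intervals for B3gnt3 and limits for counts of 0 (3 counts) cover counting error only. Other assays of the study were not analysed here. Software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.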

Results

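Single-nucleus RNA sequencing counted RNA molecules, as unique molecular identifiers (UMIs), in nuclei from the combined cortex and hippocampus of 9 male mice. Each mouse gave 1 library, and the mice formed 3 groups of 3. Mice received an adeno-associated virus (AAV) that targets brain blood vessels, with a promoter active in endothelial cells, 8 weeks before the tissue was taken. The virus carried either EGFP, a fluorescent protein that serves as the control, or B3GNT3, an enzyme that extends mucin-type O-glycans. The groups were aged AAV-B3GNT3, aged AAV-EGFP and young AAV-EGFP. The total UMI counts of the libraries were 60062095, 79964605 and 56239935 for young AAV-EGFP replicates 1, 2 and 3, 67769024, 67996658 and 62711818 for aged AAV-EGFP, and 47332047, 52744901 and 74172458 for aged AAV-B3GNT3. The matrices held 77823 barcodes, of which 70340 were kept after limits on genes and mitochondrial UMIs and removal of likely doublets. The numbers of nuclei kept were 8495, 9224 and 5778 for the young AAV-EGFP replicates, 6844, 9279 and 7701 for aged AAV-EGFP, and 5905, 9248 and 7866 for aged AAV-B3GNT3. The median UMI count per kept nucleus ran from 2990.5 in aged AAV-B3GNT3 replicate 2 to 5327.5 in young AAV-EGFP replicate 3. Replicates of 1 group differed by more than counting noise, with a chi-square per degree of freedom of 11.4 to 41.3 between pairs of summed profiles.

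The first comparison asked whether the share of each cell class differed among the 3 groups. Clusters were named from marker genes, so the classes can differ from those of the study. Excitatory neurons made up 29.7% ± 4.09 of nuclei (SD, n = 3) in young AAV-EGFP, 31.2% ± 5.17 in aged AAV-EGFP and 26.3% ± 1.68 in aged AAV-B3GNT3. Oligodendrocytes made up 23.9% ± 3.83, 30.02% ± 3.19 and 33.1% ± 2.48 in the same order of groups. Inhibitory neurons made up 10.4% ± 1.97, 13.4% ± 0.750 and 10.7% ± 0.344, and astrocytes 14.8% ± 1.81, 8.73% ± 0.324 and 12.5% ± 4.27. Microglia made up 2.33% ± 0.352, 3.22% ± 0.238 and 3.83% ± 0.512, and brain endothelial cells (BECs) 1.27% ± 0.0940, 0.870% ± 0.259 and 1.12% ± 0.334. Oligodendrocyte precursors, pericytes, fibroblasts and choroid plexus epithelial cells were the smaller named classes. An exact permutation test of the F statistic over the 280 partitions of the samples gave no class an adjusted p under 0.05. The smallest p was 0.0107 for microglia (adjusted p = 0.107), whose share was higher in each of the 6 aged samples than in each young sample. The p for oligodendrocytes was 0.0286 in the same exact test (adjusted p = 0.143). Of the alternatives, only leaving out 1 sample changed a call. Without young AAV-EGFP replicate 2 the adjusted p of inhibitory neurons in the exact test was 0.0357, and without aged AAV-B3GNT3 replicate 3 that of microglia was 0.0357. Pairwise exact tests of 3 samples against 3 are two-sided and cannot give a p below 0.1.

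Clusters that carried markers of several classes, or few UMIs and no marker among their top genes, stayed unnamed. They held 9.11% ± 1.83 of nuclei (SD, n = 3) in young AAV-EGFP, 5.58% ± 4.17 in aged AAV-EGFP and 4.39% ± 2.44 in aged AAV-B3GNT3. The main one was a cluster of 2832 nuclei with glutamatergic and GABAergic markers, and its share per sample ran from 0.679 to 7.23%. A cluster of 3720 nuclei, singled out after its genes were seen and named inhibitory neuron, had Drd2, Rgs9 and Adora2a among its top genes and took 2.53 to 7.66% of nuclei per sample. It held 3720 of the 8181 inhibitory neuron nuclei, so the values of this class rest on it in large part. Whether it comes from tissue next to cortex and hippocampus was not determined. It held 651 nuclei in young AAV-EGFP replicate 2, against 336 and 146 in replicates 1 and 3 of that group. The call of the inhibitory neuron share without replicate 2 therefore depends in part on this cluster. A cluster of 49 nuclei was named oligodendrocyte although 0 of its 10 top genes was a marker of that class. Its mean doublet score was 0.759, against 0.185 in the large oligodendrocyte cluster. The BEC cluster of 765 nuclei had a mean doublet score of 0.588, against 0.161 in the astrocyte and 0.223 in the microglia cluster, so the genes of this class depend on which nuclei were removed as doublets. With no doublets removed edgeR called 1 gene for ageing and 2 for treatment in BECs, against 198 and 106.

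**Figure D1:**
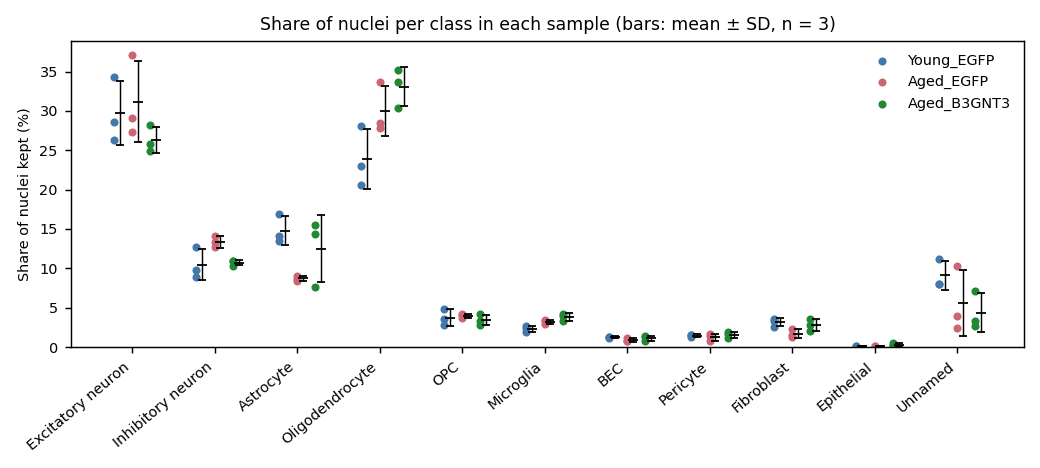
Share of kept nuclei (%) per cell class. Each point is 1 sample coloured by group and each bar shows the mean ± SD (n = 3). The microglial share was 2.33% in young AAV-EGFP, 3.22% in aged AAV-EGFP and 3.83% in aged AAV-B3GNT3.

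B3GNT3 is the gene the virus was meant to raise in endothelial cells, so its mouse counterpart was read first. B3gnt3 (ENSMUSG00000031803, protein-coding, chromosome 8, 71690756 to 71701789, minus strand) had 17, 8 and 6 UMIs among all barcodes of young AAV-EGFP replicates 1, 2 and 3. The aged AAV-EGFP replicates had 7, 5 and 14, and the aged AAV-B3GNT3 replicates had 11, 11 and 16. In BECs the counts were 7 of 343745, 3 of 269994 and 1 of 223457 UMIs in young AAV-EGFP. They were 0 of 137024, 0 of 152803 and 0 of 188454 in aged AAV-EGFP. They were 0 of 197220, 4 of 277099 and 4 of 167186 in aged AAV-B3GNT3. Scaled to a common library total (CPM), these give 11.98 ± 7.98 (SD, n = 3) in young AAV-EGFP, 0 in aged AAV-EGFP and 12.8 ± 12.05 in aged AAV-B3GNT3. A count of 0 over the 478281 BEC UMIs of aged AAV-EGFP allows up to 6.27 CPM, for counting error alone. The exact permutation p against aged AAV-EGFP was 0.4 for aged AAV-B3GNT3 and 0.1 for young AAV-EGFP. With 3 samples against 3 this test cannot give a p below 0.1, so it cannot show a rise. Whether RNA made from the virus is counted under B3gnt3 was not determined.

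Genes of O-glycan and heparan sulfate synthesis that the study discussed from another data set of sorted BECs were compared next. The list held Galnt10, B3gnt3, Galnt2, C1galt1, Sdc4, Hs3st1, Extl2 and Gpc5, and 2 of the 8 had enough counts in BECs to be tested. BEC sums ran from 137024 to 343745 UMIs per sample. C1galt1 (ENSMUSG00000042460, protein-coding, chromosome 6, 7844842 to 7875687, plus strand) had 45.6 ± 11.4 CPM (SD, n = 3) in young AAV-EGFP, 43.7 ± 7.74 in aged AAV-EGFP and 52.4 ± 16.0 in aged AAV-B3GNT3. Its log2 fold change was -0.06 with ageing (adjusted p = 0.955) and 0.22 with AAV-B3GNT3 (adjusted p = 0.869). Gpc5 (ENSMUSG00000022112, protein-coding, chromosome 14, 115092215 to 116525179, plus strand) had 585 ± 185 CPM, 451 ± 133 CPM and 441 ± 479 CPM. Its log2 fold change was -0.37 with ageing (adjusted p = 0.772) and -0.00 with AAV-B3GNT3 (adjusted p = 0.999). The number past an adjusted p of 0.05 in edgeR was 0 over all genes and 0 adjusted over the list alone, in each comparison. Their unadjusted p were 0.889 and 0.506 for ageing and 0.615 and 0.995 for treatment. The signs of these changes depended on the processing, as several alternatives reversed them. The 6 untested genes had low counts, and Galnt2 (ENSMUSG00000089704, protein-coding, chromosome 8, 124231391 to 124345724, plus strand) had 0 in BECs of every group. Galnt2 overlaps Gm20388 on the same strand, which makes its count uncertain. Galnt10 (ENSMUSG00000020520, protein-coding, chromosome 11, 57645442 to 57787514, plus strand) had 33.0 ± 17.4 CPM in young AAV-EGFP, 14.5 ± 25.1 in aged AAV-EGFP and 13.2 ± 12.6 in aged AAV-B3GNT3. Sdc4 (ENSMUSG00000017009, protein-coding, chromosome 2, 164424247 to 164443887, minus strand) had 4.87 ± 8.44, 15.5 ± 18.1 and 12.6 ± 8.39 CPM in that order. Hs3st1 (ENSMUSG00000051022, protein-coding, chromosome 5, 39613935 to 39755475, minus strand) had 26.1 ± 0.599, 29.1 ± 19.2 and 52.9 ± 23.1 CPM, and Extl2 (ENSMUSG00000027963, protein-coding, chromosome 3, 116007462 to 116029017, plus strand) had 14.4 ± 3.44, 10.4 ± 5.56 and 13.6 ± 9.56 CPM.

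The ageing comparison set aged AAV-EGFP against young AAV-EGFP in 6 classes and asked which genes change with age under the control virus. UMIs were summed per sample and class and tested with edgeR. The sums per sample held 17818411 to 35642963 UMIs in excitatory neurons, 5682575 to 11083030 in inhibitory neurons and 1829049 to 4574438 in astrocytes. They held 3571462 to 7211430 in oligodendrocytes, 310323 to 632729 in microglia and 137024 to 343745 in BECs. Of 16936 genes tested in excitatory neurons, 2430 had an adjusted p under 0.05, with 1281 higher and 1149 lower in aged mice. The count was 568 of 14436 in inhibitory neurons (328 higher, 240 lower) and 1508 of 12676 in astrocytes (609 higher, 899 lower). It was 2793 of 13194 in oligodendrocytes (1465 higher, 1328 lower), 578 of 7745 in microglia (212 higher, 366 lower) and 198 of 4743 in BECs (133 higher, 65 lower). Groups did not overlap for 35.8% of genes in excitatory neurons, 26.8% in inhibitory neurons, 30.1% in astrocytes, 38.4% in oligodendrocytes, 25.1% in microglia and 23.8% in BECs, where chance gives 10%. Among alternatives that keep all samples the largest move came from subtracting an estimate of free RNA, which left 0 genes in BECs by edgeR (547 at an unadjusted p under 0.05) and 15 in microglia. DESeq2 called 172 genes in BECs on the unsubtracted counts, 96 of them higher and 76 lower. It called 1391 higher and 1545 lower in excitatory neurons, 409 and 416 in inhibitory neurons and 521 and 773 in astrocytes. The numbers were 1252 and 1334 in oligodendrocytes and 106 and 282 in microglia. Whether rises or falls were more numerous therefore depended on the tool in excitatory neurons, inhibitory neurons and oligodendrocytes.

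Single libraries moved the ageing counts. The count in excitatory neurons ran from 265 without young AAV-EGFP replicate 3 to 3720 without aged AAV-EGFP replicate 1. In inhibitory neurons it was 0 without aged AAV-EGFP replicate 2, 0 without young AAV-EGFP replicate 3 and 1369 without aged AAV-EGFP replicate 1. The 0 counts came from edgeR, with 2640 and 2744 genes at an unadjusted p under 0.05, and DESeq2 was run only on all 9 samples, where it called 825. Astrocytes gave 649 and oligodendrocytes 1371 without aged AAV-EGFP replicate 3, against 2268 and 3869 without replicate 1 of that group. Microglia gave 192 without young AAV-EGFP replicate 2 and 931 without aged AAV-EGFP replicate 1. BECs gave 0 without aged AAV-EGFP replicate 3 (713 at an unadjusted p under 0.05) and 679 without aged AAV-EGFP replicate 1.

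**Figure D2:**
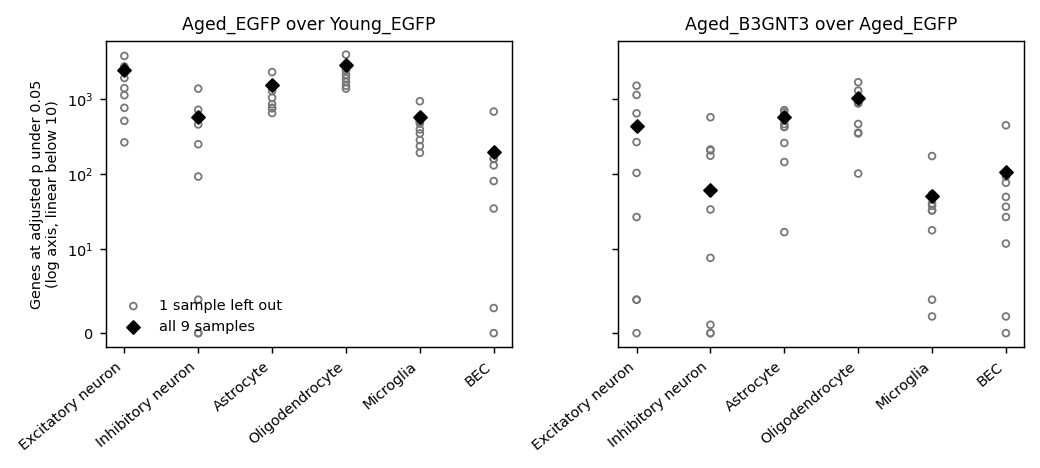
Genes at an adjusted p under 0.05 per class (log axis, linear below 10) for the ageing and the AAV-B3GNT3 comparison. Black diamonds are the counts from all 9 samples and open circles those with 1 sample left out, such as 430 against 0 to 1498 for AAV-B3GNT3 in excitatory neurons.

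In excitatory neurons the named genes with the largest rises and falls in ageing were the following. Gm16553 (ENSMUSG00000089956, antisense RNA, chromosome 8, 3709804 to 3739044, plus strand) rose from 0.475 ± 0.219 CPM to 3.45 ± 1.29 CPM (SD, n = 3), a log2 fold change of 2.85 with an SE of 0.41 and an adjusted p of 0.00540. Fzd6 (ENSMUSG00000022297, protein-coding, chromosome 15, 39006034 to 39038188, plus strand) rose from 0.653 ± 0.205 CPM to 3.81 ± 2.60 CPM (SD, n = 3), a log2 fold change of 2.55 with an SE of 0.51 and an adjusted p of 0.0115. Gm20629 (ENSMUSG00000093479, antisense RNA, chromosome 5, 108849781 to 108949255, plus strand) rose from 1.69 ± 0.580 CPM to 8.88 ± 0.932 CPM (SD, n = 3), a log2 fold change of 2.40 with an SE of 0.24 and an adjusted p of 0.00168. Tnfrsf25 (ENSMUSG00000024793, protein-coding, chromosome 4, 152115934 to 152120119, plus strand) fell from 17.9 ± 4.43 CPM to 3.93 ± 1.42 CPM (SD, n = 3), a log2 fold change of -2.20 with an SE of 0.34 and an adjusted p of 0.00578. Lef1 (ENSMUSG00000027985, protein-coding, chromosome 3, 131110471 to 131224356, plus strand) fell from 3.51 ± 0.894 CPM to 0.792 ± 0.651 CPM (SD, n = 3), a log2 fold change of -2.09 with an SE of 0.58 and an adjusted p of 0.0344. Tcf7l2 (ENSMUSG00000024985, protein-coding, chromosome 19, 55741820 to 55933654, plus strand) fell from 4.996 ± 1.32 CPM to 1.21 ± 0.472 CPM (SD, n = 3), a log2 fold change of -2.06 with an SE of 0.32 and an adjusted p of 0.00566. Gm16553 lies across from Clec4g and Gm20629 across from Vmn2r9 on the other strand, and how strand was used in the counting was not checked. Without young AAV-EGFP replicate 3 the adjusted p of Fzd6 was 0.0560. The adjusted p of Lef1 reached 0.103 without aged AAV-EGFP replicate 3, and 5 of the 9 fits with 1 sample left out lost its call. After background subtraction the adjusted p of Lef1 was 0.675, with a log2 fold change of -0.92. At the finer clustering Lef1 was also among the 10 top genes of an unnamed neuron cluster with glutamatergic and GABAergic markers. That cluster held 121, 466 and 152 nuclei in young AAV-EGFP and 272, 35 and 180 in aged AAV-EGFP. These numbers overlap between the groups, and a part played by its RNA in the fall of Lef1 stays open.

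In oligodendrocytes the ageing comparison gave these genes. Acsm3 (ENSMUSG00000030935, protein-coding, chromosome 7, 119760923 to 119787513, plus strand) rose from 1.30 ± 0.453 CPM to 13.5 ± 9.50 CPM (SD, n = 3), a log2 fold change of 3.34 with an SE of 0.61 and an adjusted p of 0.00353. C4b (ENSMUSG00000073418, protein-coding, chromosome 17, 34728380 to 34743882, minus strand) rose from 11.6 ± 6.26 CPM to 95.5 ± 54.5 CPM (SD, n = 3), a log2 fold change of 3.06 with an SE of 0.40 and an adjusted p of 0.00200. 1700042O10Rik (ENSMUSG00000086391, antisense RNA, chromosome 11, 11868123 to 11885321, plus strand) rose from 10.1 ± 3.90 CPM to 75.6 ± 54.8 CPM (SD, n = 3), a log2 fold change of 2.96 with an SE of 0.56 and an adjusted p of 0.00422. Fbxl7 (ENSMUSG00000043556, protein-coding, chromosome 15, 26540459 to 26895580, minus strand) fell from 22.1 ± 7.50 CPM to 4.81 ± 3.19 CPM (SD, n = 3), a log2 fold change of -2.26 with an SE of 0.39 and an adjusted p of 0.00308. Man1a (ENSMUSG00000003746, protein-coding, chromosome 10, 53904785 to 54076609, minus strand) fell from 184 ± 76.3 CPM to 41.7 ± 17.5 CPM (SD, n = 3), a log2 fold change of -2.15 with an SE of 0.33 and an adjusted p of 0.00237. Cdyl2 (ENSMUSG00000031758, protein-coding, chromosome 8, 116574400 to 116732991, minus strand) fell from 33.2 ± 4.96 CPM to 8.01 ± 4.02 CPM (SD, n = 3), a log2 fold change of -2.08 with an SE of 0.34 and an adjusted p of 0.00262. 1700042O10Rik lies across from Ddc, and Acsm3 overlaps Eri2 on the other strand. C4b has a close relative in the genome, which makes its count less certain. The call of Fbxl7 was lost after background subtraction, with an adjusted p of 0.0705. The 6 calls held with each sample left out.

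The remaining classes were read for 1 rise and 1 fall each. In inhibitory neurons, Npcd (ENSMUSG00000089837, protein-coding, chromosome 15, 79789675 to 79834237, minus strand) rose from 5.45 ± 1.87 CPM to 22.8 ± 9.96 CPM (SD, n = 3), a log2 fold change of 2.09 with an SE of 0.35 and an adjusted p of 0.0172. Nr4a3 (ENSMUSG00000028341, protein-coding, chromosome 4, 48045153 to 48086447, plus strand) fell from 25.0 ± 12.8 CPM to 7.85 ± 4.11 CPM (SD, n = 3), a log2 fold change of -1.72 with an SE of 0.36 and an adjusted p of 0.0288. Npcd overlaps Nptxr and Cbx6 on the same strand. Without aged AAV-EGFP replicate 2 the adjusted p of Npcd was 0.0790, and without replicate 3 of that group that of Nr4a3 was 0.132. In astrocytes, 4930545L23Rik (ENSMUSG00000085247, antisense RNA, chromosome 2, 135169573 to 135215616, minus strand) rose from 18.9 ± 8.62 CPM to 65.5 ± 17.0 CPM (SD, n = 3), a log2 fold change of 1.81 with an SE of 0.29 and an adjusted p of 0.00173. It lies across from Plcb1. Dscaml1 (ENSMUSG00000032087, protein-coding, chromosome 9, 45426628 to 45753712, plus strand) fell from 81.2 ± 12.7 CPM to 16.2 ± 7.2 CPM (SD, n = 3), a log2 fold change of -2.36 with an SE of 0.30 and an adjusted p of 0.000650. In microglia, Zc3h6 (ENSMUSG00000042851, protein-coding, chromosome 2, 128967402 to 129018563, plus strand) rose from 41.0 ± 9.70 CPM to 210.2 ± 52.6 CPM (SD, n = 3), a log2 fold change of 2.34 with an SE of 0.29 and an adjusted p of 0.00121. Fam19a2 (ENSMUSG00000044071, protein-coding, chromosome 10, 123263996 to 123741204, plus strand) fell from 198 ± 27.1 CPM to 41.0 ± 13.2 CPM (SD, n = 3), a log2 fold change of -2.28 with an SE of 0.33 and an adjusted p of 0.00297. Its adjusted p was 0.110 after background subtraction. In BECs, Ctla2a (ENSMUSG00000044258, protein-coding, chromosome 13, 60934155 to 60936625, minus strand) rose from 87.5 ± 58.4 CPM to 759 ± 470.5 CPM (SD, n = 3), a log2 fold change of 3.18 with an SE of 0.54 and an adjusted p of 0.0171. It overlaps Gm49393 and Gm49391 on the same strand. Cacnb2 (ENSMUSG00000057914, protein-coding, chromosome 2, 14603088 to 14987908, plus strand) fell from 467 ± 256 CPM to 81.9 ± 64.2 CPM (SD, n = 3), a log2 fold change of -2.54 with an SE of 0.50 and an adjusted p of 0.0175. Without young AAV-EGFP replicate 1 the adjusted p was 0.0835 for Ctla2a and 0.0903 for Cacnb2. With no doublets removed the adjusted p of Cacnb2 was 0.526, and after background subtraction that of Ctla2a was 0.134.

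The treatment comparison set aged AAV-B3GNT3 against aged AAV-EGFP and asked which genes change with the enzyme in aged mice. In excitatory neurons 430 of 16936 genes had an adjusted p under 0.05 in edgeR, with 161 higher and 269 lower. The count was 61 in inhibitory neurons (10 higher, 51 lower) and 582 in astrocytes (225 higher, 357 lower). It was 1021 in oligodendrocytes (330 higher, 691 lower), 52 in microglia (13 higher, 39 lower) and 106 in BECs (19 higher, 87 lower). Groups did not overlap for 24.8% of genes in excitatory neurons, 23.0% in inhibitory neurons, 24.2% in astrocytes, 30.1% in oligodendrocytes, 18.1% in microglia and 18.0% in BECs, against 10% by chance. DESeq2 called 1348 genes in excitatory neurons, 419 of them shared with edgeR, and 387 in inhibitory neurons. With the mitochondrial share as a covariate the excitatory neuron count was 3. That share was 0.00659 to 0.0106% of UMIs in kept nuclei per sample, and whether so low a level comes from the nuclei or from a filtering step was not determined.

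Leaving out 1 library changed the treatment counts in every class. Without aged AAV-B3GNT3 replicate 2 they were 4 in excitatory neurons, 0 in inhibitory neurons, 17 in astrocytes, 102 in oligodendrocytes, 2 in microglia and 0 in BECs. Without aged AAV-EGFP replicate 2 they were 0 in excitatory neurons and 0 in inhibitory neurons. The 0 counts came from edgeR. At an unadjusted p under 0.05 the same fits gave 1564 genes in inhibitory neurons and 533 in BECs without aged AAV-B3GNT3 replicate 2. They gave 2737 in excitatory neurons and 1878 in inhibitory neurons without aged AAV-EGFP replicate 2. Without aged AAV-B3GNT3 replicate 3 the count rose to 1498 in excitatory neurons and 571 in inhibitory neurons. Without aged AAV-EGFP replicate 1 it was 710 in astrocytes, 1665 in oligodendrocytes, 174 in microglia and 446 in BECs. DESeq2 on all 9 samples called 632 genes in astrocytes, 1240 in oligodendrocytes, 51 in microglia and 106 in BECs.

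In excitatory neurons the treatment comparison named 6 genes. Gm48877 (ENSMUSG00000112873, antisense RNA, chromosome 10, 122405113 to 122546498, minus strand) rose from 1.30 ± 0.0176 CPM to 4.81 ± 0.947 CPM (SD, n = 3), a log2 fold change of 1.88 with an SE of 0.22 and an adjusted p of 0.00683. Cdh19 (ENSMUSG00000047216, protein-coding, chromosome 1, 110888326 to 110977584, minus strand) rose from 1.63 ± 0.469 CPM to 5.20 ± 1.40 CPM (SD, n = 3), a log2 fold change of 1.67 with an SE of 0.27 and an adjusted p of 0.0257. Mertk (ENSMUSG00000014361, protein-coding, chromosome 2, 128698956 to 128802894, plus strand) rose from 2.83 ± 1.25 CPM to 8.19 ± 2.15 CPM (SD, n = 3), a log2 fold change of 1.502 with an SE of 0.28 and an adjusted p of 0.0338. Gm37229 (ENSMUSG00000102539, antisense RNA, chromosome 3, 51812951 to 51819309, plus strand) fell from 8.34 ± 3.08 CPM to 1.72 ± 0.395 CPM (SD, n = 3), a log2 fold change of -2.26 with an SE of 0.29 and an adjusted p of 0.0142. 1700015H07Rik (ENSMUSG00000115761, antisense RNA, chromosome 15, 53621655 to 53623270, plus strand) fell from 4.22 ± 1.34 CPM to 1.12 ± 0.527 CPM (SD, n = 3), a log2 fold change of -1.87 with an SE of 0.39 and an adjusted p of 0.0392. Gm16036 (ENSMUSG00000085540, antisense RNA, chromosome 5, 141595985 to 141616002, minus strand) fell from 4.97 ± 1.17 CPM to 1.41 ± 0.381 CPM (SD, n = 3), a log2 fold change of -1.81 with an SE of 0.29 and an adjusted p of 0.0257. Gm48877 lies across from Avpr1a, Gm37229 from Maml3, 1700015H07Rik from Samd12 and Gm16036 from Sdk1. All 6 lost their call without aged AAV-EGFP replicate 2, with adjusted p values of 0.0747, 0.150, 0.0712, 0.0747, 0.171 and 0.151 in the order given. The largest adjusted p of Mertk over all alternatives was 0.164, with no doublets removed, and that of Gm37229 was 0.0969, with the mitochondrial covariate.

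In oligodendrocytes the same rule gave the following. Mertk rose from 9.57 ± 1.72 CPM to 33.0 ± 16.0 CPM (SD, n = 3), a log2 fold change of 1.76 with an SE of 0.36 and an adjusted p of 0.0158. Eda (ENSMUSG00000059327, protein-coding, chromosome X, 99975606 to 100400762, plus strand) rose from 5.94 ± 1.73 CPM to 17.8 ± 5.42 CPM (SD, n = 3), a log2 fold change of 1.61 with an SE of 0.27 and an adjusted p of 0.00772. Gpc5 rose from 85.1 ± 19.96 CPM to 249 ± 124 CPM (SD, n = 3), a log2 fold change of 1.55 with an SE of 0.29 and an adjusted p of 0.0121. AC154782.1 (ENSMUSG00000116769, long intergenic RNA, chromosome 16, 72226383 to 72234327, minus strand) fell from 25.6 ± 7.46 CPM to 4.55 ± 2.55 CPM (SD, n = 3), a log2 fold change of -2.43 with an SE of 0.39 and an adjusted p of 0.00727. Gm15478 (ENSMUSG00000085363, antisense RNA, chromosome 5, 67642401 to 67646776, plus strand) fell from 184 ± 34.2 CPM to 43.5 ± 11.6 CPM (SD, n = 3), a log2 fold change of -2.07 with an SE of 0.23 and an adjusted p of 0.00423. H3f3b (ENSMUSG00000016559, protein-coding, chromosome 11, 116021912 to 116027962, minus strand) fell from 140.0 ± 72.2 CPM to 33.2 ± 7.13 CPM (SD, n = 3), a log2 fold change of -2.07 with an SE of 0.31 and an adjusted p of 0.00633. Gm15478 lies across from Atp8a1, and H3f3b has near-identical copies elsewhere in the genome. With aged AAV-B3GNT3 replicate 2 left out, the adjusted p of Mertk was 0.0723, and after background subtraction it was 0.209. With no upper limit on genes per nucleus that of Gpc5 was 0.0613.

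The other classes gave 1 rise and 1 fall each for treatment. In inhibitory neurons, Gm47214 (ENSMUSG00000110766, long intergenic RNA, chromosome 9, 14949463 to 14977583, plus strand) rose from 3.64 ± 1.64 CPM to 13.2 ± 2.07 CPM (SD, n = 3), a log2 fold change of 1.81 with an SE of 0.29 and an adjusted p of 0.0351. 4930567K20Rik (ENSMUSG00000112730, antisense RNA, chromosome 10, 10748930 to 10778370, plus strand) fell from 29.9 ± 4.77 CPM to 7.33 ± 3.23 CPM (SD, n = 3), a log2 fold change of -2.01 with an SE of 0.37 and an adjusted p of 0.0427. The adjusted p was 0.223 for Gm47214 without aged AAV-B3GNT3 replicate 2 and 0.223 for 4930567K20Rik without replicate 1 of that group. In astrocytes, A330033J07Rik (ENSMUSG00000097622, antisense RNA, chromosome 13, 48044231 to 48262623, minus strand) rose from 13.9 ± 5.57 CPM to 53.4 ± 7.55 CPM (SD, n = 3), a log2 fold change of 1.91 with an SE of 0.32 and an adjusted p of 0.0116. It overlaps Gm36346 and Gm49291 on the same strand, and its adjusted p was 0.0607 without aged AAV-B3GNT3 replicate 2. 4930545L23Rik fell from 65.5 ± 17.0 CPM to 15.6 ± 3.20 CPM (SD, n = 3), a log2 fold change of -2.05 with an SE of 0.30 and an adjusted p of 0.00703. In microglia, Fam19a2 rose from 41.0 ± 13.2 CPM to 146 ± 64.8 CPM (SD, n = 3), a log2 fold change of 1.86 with an SE of 0.33 and an adjusted p of 0.0181. Its adjusted p was 0.195 without aged AAV-B3GNT3 replicate 2 and 0.434 after background subtraction. Cst3 (ENSMUSG00000027447, protein-coding, chromosome 2, 148871722 to 148875692, minus strand) fell from 634 ± 106 CPM to 159 ± 10.8 CPM (SD, n = 3), a log2 fold change of -2.00 with an SE of 0.19 and an adjusted p of 4.37e-05. In BECs, Cacna2d3 (ENSMUSG00000021991, protein-coding, chromosome 14, 28904943 to 29721864, minus strand) rose from 65.7 ± 21.1 CPM to 323 ± 60.2 CPM (SD, n = 3), a log2 fold change of 2.27 with an SE of 0.48 and an adjusted p of 0.0298. Tmsb4x (ENSMUSG00000049775, protein-coding, chromosome X, 167207093 to 167209315, minus strand) fell from 641 ± 193 CPM to 147 ± 27.1 CPM (SD, n = 3), a log2 fold change of -2.12 with an SE of 0.30 and an adjusted p of 0.0111. Without aged AAV-B3GNT3 replicate 2 the adjusted p was 0.139 for Cacna2d3 and 0.0906 for Tmsb4x. With no doublets removed the log2 fold change of Cacna2d3 was 0.17 (adjusted p = 0.961), and after background subtraction the adjusted p of Tmsb4x was 0.124.

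Genes that the study named as changed by AAV-B3GNT3 made up a list of 18 entries, each a gene in a class. The study chose them on these samples, so a count adjusted over the list alone is not independent evidence. Of 17 entries tested, 9 had an adjusted p under 0.05 over all genes and 16 adjusted over the list alone. The ageing comparison gave 11 over all genes and 14 adjusted over the list alone. The values of Ccnd2 that follow are from excitatory neurons, those of Cryab, Apoe and Clu from astrocytes, and those of C1qa and C1qc from microglia. Ccnd2 (ENSMUSG00000000184, protein-coding, chromosome 6, 127125162 to 127152193, minus strand) rose from 33.3 ± 6.62 CPM to 64.3 ± 9.52 CPM (SD, n = 3), a log2 fold change of 0.95 with an SE of 0.15 and an adjusted p of 0.0257. Cryab (ENSMUSG00000032060, protein-coding, chromosome 9, 50751325 to 50756636, plus strand) fell from 28.9 ± 8.41 CPM to 9.15 ± 1.85 CPM (SD, n = 3), a log2 fold change of -1.64 with an SE of 0.27 and an adjusted p of 0.0116. Apoe (ENSMUSG00000002985, protein-coding, chromosome 7, 19696109 to 19699188, minus strand) fell from 645 ± 169.8 CPM to 276 ± 17.9 CPM (SD, n = 3), a log2 fold change of -1.22 with an SE of 0.20 and an adjusted p of 0.0104. Clu (ENSMUSG00000022037, protein-coding, chromosome 14, 65968483 to 65981547, plus strand) fell from 229 ± 53.7 CPM to 125 ± 18.5 CPM (SD, n = 3), a log2 fold change of -0.87 with an SE of 0.20 and an adjusted p of 0.0248. C1qa (ENSMUSG00000036887, protein-coding, chromosome 4, 136895917 to 136898803, minus strand) fell from 195 ± 38.6 CPM to 61.5 ± 6.82 CPM (SD, n = 3), a log2 fold change of -1.67 with an SE of 0.25 and an adjusted p of 0.00955. C1qc (ENSMUSG00000036896, protein-coding, chromosome 4, 136889804 to 136893065, minus strand) fell from 305 ± 148 CPM to 112 ± 14.7 CPM (SD, n = 3), a log2 fold change of -1.45 with an SE of 0.28 and an adjusted p of 0.0281. In excitatory neurons Rims4 (ENSMUSG00000035226, protein-coding, chromosome 2, 163859751 to 163918683, minus strand) had a log2 fold change of 0.61 (adjusted p = 0.0426) and Wnt5a (ENSMUSG00000021994, protein-coding, chromosome 14, 28504750 to 28527448, plus strand) 0.95 (adjusted p = 0.0341). In inhibitory neurons Ccnd2 had 0.81 (adjusted p = 0.0449). The entries not called over all genes included Foxo3 (ENSMUSG00000048756, protein-coding, chromosome 10, 42181841 to 42276755, minus strand) and Smad1 (ENSMUSG00000031681, protein-coding, chromosome 8, 79338395 to 79399518, minus strand) in both neuron classes, and Rims4 and Wnt5a in inhibitory neurons. These had log2 fold changes of 0.33 to 0.56 and adjusted p values of 0.0520 to 0.320. Wnt5a in inhibitory neurons was the entry that also missed the threshold over the list alone (adjusted p = 0.0748).

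Cryab overlaps Hspb2 on the other strand. Of the called entries, it kept its call in every alternative and with each sample left out. Apoe lost its call without aged AAV-B3GNT3 replicate 2 (adjusted p = 0.0607), as did C1qa (0.121) and C1qc (0.207). Without aged AAV-EGFP replicate 2 the adjusted p was 0.104 for Clu, 0.151 for Ccnd2, 0.172 for Rims4 and 0.159 for Wnt5a in excitatory neurons. When aged AAV-B3GNT3 replicate 2 was left out, that of Ccnd2 in inhibitory neurons was 0.234. That of Clu was 0.108 after background subtraction, and that of C1qc 0.225 with the mitochondrial covariate. In ageing, Wnt5a in excitatory neurons had a log2 fold change of 0.25 (adjusted p = 0.358). Cd68 (ENSMUSG00000018774, protein-coding, chromosome 11, 69664213 to 69666153, minus strand) was added because the study stained for its protein, and had too few counts in microglia for the test. It had 4.06 ± 3.58 CPM (SD, n = 3) in young AAV-EGFP, 17.4 ± 8.66 in aged AAV-EGFP and 10.6 ± 1.35 in aged AAV-B3GNT3.

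**Figure D3:**
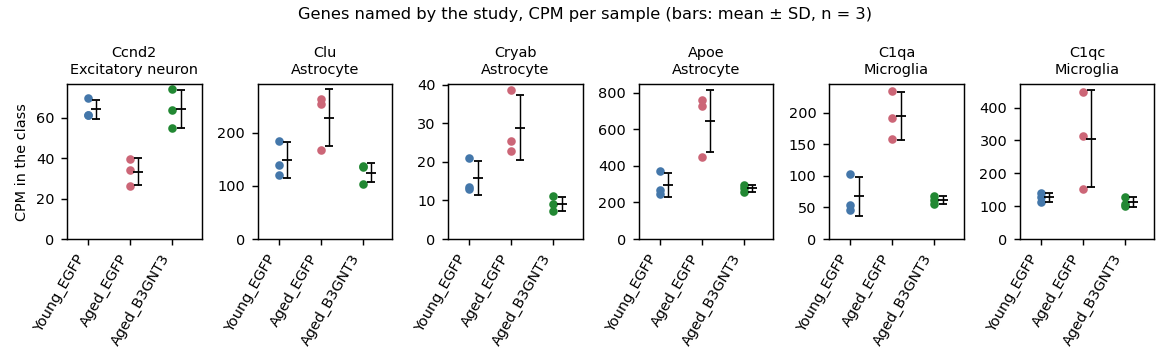
CPM per sample of 6 genes the study named, each in its class, in each group. Points are samples and bars the mean ± SD (n = 3), and C1qa in microglia had a mean of 195 CPM in aged AAV-EGFP against 61.5 CPM in aged AAV-B3GNT3.

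A further comparison asked whether the change with AAV-B3GNT3 ran opposite to the change with age. The log2 fold change of aged AAV-B3GNT3 over aged AAV-EGFP was correlated across genes with that of young AAV-EGFP over aged AAV-EGFP. Genes are not independent replicates, so no p is given. Pearson's r was 0.557 in excitatory neurons, 0.584 in inhibitory neurons, 0.660 in astrocytes, 0.737 in oligodendrocytes, 0.742 in microglia and 0.799 in BECs. Both comparisons share the aged AAV-EGFP libraries, which alone gives a positive r. Simulated groups with no change gave a mean r of 0.498, 0.479, 0.560, 0.518, 0.517 and 0.563 in the same order of classes, over 20 draws. The largest simulated r were 0.506, 0.496, 0.575, 0.530, 0.532 and 0.579. With different aged AAV-EGFP libraries in each comparison the mean r over 6 splits was 0.302, 0.314, 0.346, 0.490, 0.345 and 0.301. It depended on the library, and with aged AAV-EGFP replicate 1 alone in the treatment comparison r was 0.0553 in BECs to 0.214 in oligodendrocytes. DESeq2 gave a mean r over the classes of 0.565, no filter on low counts 0.551 and the mitochondrial covariate 0.632, against 0.533, 0.543 and 0.593 for the largest values simulated under the same settings. Excitatory neurons were not above their simulated values in any of these settings. Inhibitory neurons were not without the filter and with the covariate, nor astrocytes with DESeq2 and without the filter. With aged AAV-EGFP replicate 2 or 3 left out, excitatory neurons, inhibitory neurons and astrocytes were not above the values simulated for those 8 samples, and without young AAV-EGFP replicate 1 excitatory neurons were not. Oligodendrocytes, microglia and BECs were above the values simulated in the same way in these settings and with each sample left out. The draws vary each gene on its own, without variation shared by the genes of a library. Their spread is therefore too narrow, and an r above them is weak evidence. Regroupings of the 9 samples were less favourable. Of 100 on log2 CPM, the real one included, 20 gave as large an r in oligodendrocytes, 7 in microglia and 5 in BECs. The numbers were 41 in excitatory neurons, 39 in inhibitory neurons and 25 in astrocytes.

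Of genes with an adjusted p under 0.05 in both comparisons, 267 of 272 changed opposite to ageing in excitatory neurons and 36 of 36 in inhibitory neurons. The counts were 334 of 334 in astrocytes, 785 of 787 in oligodendrocytes, 44 of 44 in microglia and 73 of 73 in BECs. The shared aged AAV-EGFP libraries alone make genes called in both tend to run opposite. No simulated draw had a gene called in both, by edgeR, so there is no value without change for this share. With different aged AAV-EGFP libraries in each comparison, totals over the 6 splits were 57 of 73, 1 of 1, 286 of 361, 853 of 922, 154 of 156 and 19 of 23 in the same order of classes. A gene can count in several splits, and in each split 1 comparison has 1 aged AAV-EGFP library, with its spread taken from the other groups in the fit. The share depended on that library. With replicate 1 alone in the treatment comparison it was 35 of 95 in astrocytes and 34 of 92 in oligodendrocytes. In the other 5 splits it was 58 of 58, 50 of 50, 37 of 38, 51 of 65 and 55 of 55 in astrocytes, and 1 of 1, 184 of 184, 208 of 209, 182 of 192 and 244 of 244 in oligodendrocytes.

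**Figure D4:**
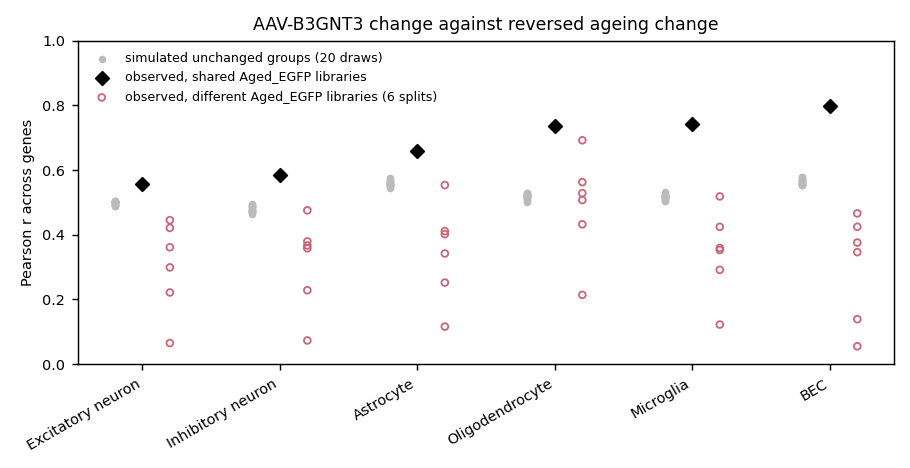
Pearson's r across genes between the change with AAV-B3GNT3 and the reversed change with age, per class. Diamonds are observed values (0.557 in excitatory neurons to 0.799 in BECs), grey points are 20 simulated draws with no change, and open circles use different aged AAV-EGFP libraries in each comparison (6 splits).

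The last comparison asked whether AAV-B3GNT3 moved the same genes in every class. Across the 15 pairs of classes the r of treatment log2 fold changes averaged 0.479 and ran from 0.217 to 0.777. Classes of 1 mouse come from 1 library, so they are not independent. Of 1672 genes called in any class, 386 were called in 2 or more, 374 of them with the same sign and 290 of them lower in every such class. After background subtraction 96 genes were called in 2 or more classes. This count is not given here for the mitochondrial covariate, so the alternatives that keep all samples are not ranked by it. Without aged AAV-B3GNT3 replicate 2 the count was 10, and without aged AAV-B3GNT3 replicate 3 it was 879. The genes called in most classes were Ubb (ENSMUSG00000019505, protein-coding, chromosome 11, 62551171 to 62553213, plus strand), Gapdh (ENSMUSG00000057666, protein-coding, chromosome 6, 125161715 to 125166467, minus strand), Eif1 (ENSMUSG00000035530, protein-coding, chromosome 11, 100319885 to 100322096, plus strand), H3f3b and Pcsk1n (ENSMUSG00000039278, protein-coding, chromosome X, 7919822 to 7924410, plus strand), all lower. Ubb and Gapdh were called in 6 classes and the others in 5. The log2 fold change of Ubb ran from -1.93 in oligodendrocytes to -1.34 in inhibitory neurons, and that of Gapdh from -1.55 in oligodendrocytes to -0.94 in inhibitory neurons. The next values are from oligodendrocytes. Ubb fell from 174 ± 61.9 CPM to 45.5 ± 11.4 CPM (SD, n = 3), a log2 fold change of -1.93 with an SE of 0.24 and an adjusted p of 0.00423. Gapdh fell from 107 ± 35.4 CPM to 36.6 ± 3.51 CPM (SD, n = 3), a log2 fold change of -1.55 with an SE of 0.22 and an adjusted p of 0.00633. Eif1 fell from 126 ± 41.3 CPM to 45.5 ± 6.05 CPM (SD, n = 3), a log2 fold change of -1.46 with an SE of 0.21 and an adjusted p of 0.00633. Pcsk1n fell from 63.9 ± 14.3 CPM to 26.2 ± 1.73 CPM (SD, n = 3), a log2 fold change of -1.28 with an SE of 0.17 and an adjusted p of 0.00529. Ubb, Gapdh, Eif1 and H3f3b have pseudogenes or close copies, which makes their counts less certain. Without aged AAV-B3GNT3 replicate 2 the adjusted p in microglia was 0.207 for Ubb and 0.335 for Gapdh. The largest in any other alternative were 0.213 for Ubb in microglia, after background subtraction, and 0.284 for Gapdh in BECs, with the gene span trend removed.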

Values the study reported

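The study reported 69,250 nuclei after quality control. It reported no significant changes in cell-type proportions among its groups. It described the largest numbers of differentially expressed genes in excitatory neurons and oligodendrocytes, at an FDR of 0.05.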

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

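The tests of other splits of the samples in these classes were chosen only after the results were seen. The gene tests of the report cover 6 classes. Oligodendrocyte precursors, pericytes and fibroblasts were also large enough, but only their shares of nuclei were compared and no gene test of them was planned. Genes were called by edgeR at an adjusted p under 0.05 in all 3.

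In oligodendrocyte precursors (167 to 447 nuclei per sample) 102 of 10327 genes differed with ageing, 62 higher and 40 lower. With AAV-B3GNT3 22 differed, 4 higher and 18 lower. DESeq2 called 160 and 45. Without young AAV-EGFP replicate 2 the ageing count was 0 by edgeR (1583 at an unadjusted p under 0.05), and without aged AAV-EGFP replicate 2 the treatment count was 0 (1003). The highest counts with 1 sample left out were 1159 and 127. After background subtraction 26 and 7 genes were called.

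In pericytes (50 to 148 nuclei per sample) 145 of 5130 genes differed with ageing, 76 higher and 69 lower. With AAV-B3GNT3 20 differed, 5 higher and 15 lower. DESeq2 called 111 and 26. The ageing count ran from 11 without aged AAV-EGFP replicate 3 to 560 with 1 sample left out. The treatment count was 0 by edgeR without aged AAV-EGFP replicate 2 (587 at an unadjusted p under 0.05) and at most 246. After background subtraction edgeR called 0 and 0 genes (595 and 420 at an unadjusted p under 0.05).

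In fibroblasts (88 to 327 nuclei per sample) 393 of 9091 genes differed with ageing, 163 higher and 230 lower. With AAV-B3GNT3 41 differed, 17 higher and 24 lower. DESeq2 called 331 and 90. The ageing count ran from 93 without aged AAV-EGFP replicate 3 to 942 with 1 sample left out. The treatment count was 0 by edgeR without aged AAV-EGFP replicate 2 (1038 at an unadjusted p under 0.05) and at most 367. After background subtraction edgeR called 3 genes for ageing and 0 for treatment (1011 at an unadjusted p under 0.05).

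For each of the 6 counts, 1 of the 10 splits of the samples gave as many genes, which was the real one. A grouping by chance cannot be excluded, since 10 splits give no share below 0.1. The largest count from another split was 81 for ageing in oligodendrocyte precursors. Free RNA of other classes may account for part of the counts, as they fell to between 0 and 26 after its subtraction, but the estimate rests on an assumed profile. The splits (1 of 10) exclude neither that nor a batch, and no batch is given in the labels. Age and AAV-B3GNT3 remain open as biological explanations, untested against these.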

How the results depend on the processing

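The gene span, GC, equal depth, mixed cluster and largest cluster settings were chosen only after the results were seen. The cause was not tested for any change below unless the setting itself shows it. RLE size factors moved no count of genes and no correlation by more than the limits used (1.5 times for a count, 1 jackknife SE for a correlation). In all alternatives that keep the 9 samples the share tests stayed above an adjusted p of 0.05.

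DESeq2 gave 1348 treatment genes in excitatory and 387 in inhibitory neurons, and an r against reversed ageing of 0.605 in oligodendrocytes, 0.589 in microglia and 0.659 in BECs. With no filter on low counts edgeR called 1075, 873, 1320, 2097, 290 and 247 genes for treatment (in the order excitatory neurons, inhibitory neurons, astrocytes, oligodendrocytes, microglia, BECs). It called 1591, 892 and 450 for ageing in inhibitory neurons, microglia and BECs, and 1 ageing entry of the O-glycan list over the list alone. The r was then 0.583, 0.568 and 0.630 in oligodendrocytes, microglia and BECs.

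With no doublets removed the ageing counts were 591 in astrocytes, 81 in microglia and 1 in BECs. The treatment counts were 303, 642, 13 and 2 in astrocytes, oligodendrocytes, microglia and BECs. With no upper limit on genes the treatment counts were 123 in inhibitory neurons, 615 in oligodendrocytes and 44 in BECs, and the ageing count in BECs was 79. Finer clustering gave 108 treatment genes in microglia. With only the groups compared in the fit, which leaves fewer samples to estimate the spread, ageing gave 330 in inhibitory neurons, 330 in microglia and 66 in BECs. Treatment then gave 115, 209, 345, 24 and 12 in excitatory neurons, inhibitory neurons, astrocytes, microglia and BECs.

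Sample numbers in the labels do not pair the mice. Deviations from the group mean correlated by -0.0123 to 0.0715 on average per class between samples of the same number, and no class had every pair above 0.1. With the replicate number as a block the inhibitory neuron counts were 211 for ageing and 17 for treatment, and the other counts stayed within 1.5 times.

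The mitochondrial share as a covariate gave ageing counts of 1232, 98, 344 and 91 in excitatory neurons, inhibitory neurons, microglia and BECs. Treatment counts were then 3, 11, 220, 319, 2 and 12 in the 6 classes. At these counts fewer genes can be called in 2 or more classes than the 386 of the main fit, but the number is not given here. After background subtraction ageing gave 214, 98, 1704, 15 and 0 in inhibitory neurons, astrocytes, oligodendrocytes, microglia and BECs. Treatment gave 275, 9, 67, 2 and 0 in excitatory neurons, inhibitory neurons, astrocytes, microglia and BECs. The counts of 0 in BECs came from edgeR, with 547 ageing and 476 treatment genes at an unadjusted p under 0.05. DESeq2 was not run on subtracted counts. The r was 0.897 in oligodendrocytes and 0.565 in microglia, 96 genes were called in 2 or more classes, and the mean r between classes was 0.269.

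With different aged AAV-EGFP libraries in each comparison r was 0.302, 0.314, 0.346, 0.490, 0.345 and 0.301 in the 6 classes. By construction this leaves out the part of r that the shared libraries give, and uses fewer libraries per comparison. Removing the trend over gene span gave 171, 5 and 5 treatment genes in excitatory neurons, inhibitory neurons and BECs, 57 ageing genes in BECs, and 171 genes in 2 or more classes. Removing the trend over GC content gave 151 treatment genes in inhibitory neurons. At equal depth BECs gave 106 ageing and 48 treatment genes. Adding the mixed neuron cluster gave 22 treatment genes in inhibitory neurons. The largest cluster alone gave 49 in excitatory and 258 in inhibitory neurons.

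With 1 sample left out, ageing counts ran from 265 (without young AAV-EGFP replicate 3) to 3720 in excitatory neurons, 0 (without aged AAV-EGFP replicate 2 or young AAV-EGFP replicate 3) to 1369 in inhibitory neurons and 649 (without aged AAV-EGFP replicate 3) to 2268 in astrocytes. They ran from 1371 (without aged AAV-EGFP replicate 3) to 3869 in oligodendrocytes, 192 (without young AAV-EGFP replicate 2) to 931 in microglia and 0 (without aged AAV-EGFP replicate 3) to 679 in BECs. Each highest value left out aged AAV-EGFP replicate 1. Treatment counts ran from 0 (without aged AAV-EGFP replicate 2) to 1498 in excitatory and 0 (without aged AAV-EGFP replicate 2 or aged AAV-B3GNT3 replicate 2) to 571 in inhibitory neurons, with the highest values without aged AAV-B3GNT3 replicate 3. They ran from 17 to 710 in astrocytes, 102 to 1665 in oligodendrocytes, 2 to 174 in microglia and 0 to 446 in BECs, lowest without aged AAV-B3GNT3 replicate 2 and highest without aged AAV-EGFP replicate 1. Where edgeR called 0, from 533 to 2744 genes had an unadjusted p under 0.05, and DESeq2 was run only on all 9 samples. Genes in 2 or more classes ran from 10 to 879 (without aged AAV-B3GNT3 replicates 2 and 3), and the mean r between classes from 0.424 to 0.526. The r against reversed ageing ran from 0.455 to 0.661, 0.455 to 0.663, 0.549 to 0.721, 0.652 to 0.792, 0.647 to 0.819 and 0.693 to 0.860 in the 6 classes. The adjusted p of shares ran from 0.0357 (without young AAV-EGFP replicate 2) to 0.329 for inhibitory neurons and 0.0357 (without aged AAV-B3GNT3 replicate 3) to 0.250 for microglia. The O-glycan list alone had 0 or 1 treatment entries (1 without aged AAV-B3GNT3 replicate 2). The study's list alone had 11 to 14 ageing and 14 to 17 treatment entries.

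Named genes gave 107 results, of which 86 were called. None of the 86 changed sign in any alternative. In the 10 settings set beforehand other than leaving out a sample, 38 kept sign and call throughout, and 33 did with each sample left out. The settings that lost most calls were the absence of aged AAV-B3GNT3 replicate 2 (41), aged AAV-EGFP replicate 2 (40) and aged AAV-B3GNT3 replicate 1 (36), the mitochondrial covariate (37), background subtraction (31) and gene span (25). The sign changes were in genes that were not called. The ageing change of C1galt1 in BECs (-0.06) was 0.14 with no upper limit, 0.10 with the mitochondrial covariate and 0.17 with GC removed, and -0.25 to 0.11 with 1 sample left out. That of Gpc5 in BECs (-0.37) was 0.57 with gene span removed, and that of Wnt5a in inhibitory neurons (-0.01) was 0.01 with no upper limit, 0.12 with the covariate and -0.26 to 0.33 with 1 sample left out. The treatment change of C1galt1 in BECs (0.22) was -0.05 with no upper limit and -0.03 with the covariate. That of Gpc5 in BECs (-0.00) was 0.11 with no filter, 0.34 with no doublets removed, 0.38 with no upper limit, 0.01 with only the groups compared, 0.48 with the covariate and -1.43 to 0.40 with 1 sample left out.

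Depth limits what the smaller classes can show. In simulated data with 200 genes changed by 1 on the log2 scale, edgeR recovered 69% (ageing) and 73.5% (treatment) in excitatory neurons, 75% and 72.5% in inhibitory neurons, 62.5% and 62.5% in astrocytes and 71.5% and 67% in oligodendrocytes. It recovered 36% and 45.5% in microglia and 10% and 18% in BECs, with 0 to 9 false calls. A low count in BECs or microglia is therefore weak evidence for the absence of change.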

Other observations

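Chosen only after the results were seen were all tests on ribosomal protein genes, the comparison of aged AAV-B3GNT3 with young AAV-EGFP by splits, and, for genes shared between classes, the tests of less free RNA, gene length and splits. So were, for the change against ageing, the test of a swap and the simulations under other settings.

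Aged AAV-B3GNT3 and young AAV-EGFP, which differ in age and virus, were compared in the same fits. edgeR called 635 genes in excitatory neurons, 103 in inhibitory neurons, 352 in astrocytes, 214 in oligodendrocytes, 0 in microglia and 0 in BECs. Microglia and BECs had 718 and 288 genes at an unadjusted p under 0.05, and DESeq2 called 0 in each. Of 10 splits of these samples, 1 gave as many genes in sum, the real one, and another gave 529, against 1304. Chance cannot be excluded with 10 splits.

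The change with AAV-B3GNT3 ran against the change with age in all 6 classes, with r above simulated values in edgeR on all 9 samples. Under other settings this held throughout only in oligodendrocytes, microglia and BECs, of the settings that were simulated. An r above these draws is weak evidence, since they vary each gene on its own, without variation shared by the genes of a library. The mean r was 0.565 under DESeq2, 0.551 with no filter on low counts and 0.632 with the mitochondrial covariate, against 0.533, 0.543 and 0.593 for the largest values simulated in the same way, and 2, 3 and 2 of the 6 classes were not above theirs. The tables argue against several technical explanations as the whole cause. With different aged AAV-EGFP libraries in each comparison the mean r over classes and splits was 0.350, so the shared libraries do not give all of it. It was lowest with aged AAV-EGFP replicate 1 alone in the treatment comparison, at 0.0553 to 0.214. The mean r was 0.644 with the trend over gene span removed, 0.679 with the trend over GC content removed and 0.669 at equal depth, against 0.680 without these steps. In each class r moved by less than its jackknife SE, while the same steps changed counts, such as treatment in excitatory neurons from 430 to 171 with span, treatment in inhibitory neurons from 61 to 151 with GC and ageing in BECs from 198 to 106 at equal depth. For a swap of 2 samples between groups, 0 pairs each lay nearer to the group of the other in any class. Wide spread within groups leaves a swap open. The numbering of the libraries departs from the order of the groups for aged AAV-B3GNT3 replicate 3 and young AAV-EGFP replicate 1, and each differed more from the others of its group (29.3 and 41.3, and 41.1 and 30.5, as chi-square per degree of freedom) than those did from each other (11.4 and 16.4). In aged AAV-EGFP all pairs differed by 34.3 to 41.3. In profile distance, aged AAV-B3GNT3 replicate 3 was nearer to its own group than to young AAV-EGFP in each class, but in inhibitory neurons it was nearer to aged AAV-EGFP (0.433) than to its own group (0.439), and in excitatory neurons the distances were 0.460 and 0.457. Other explanations stay open. After background subtraction the mean r was 0.644, but the subtraction rests on an assumed profile, so free RNA is not excluded. A difference in handling or library preparation of the aged AAV-EGFP samples may give such a pattern. At the finer clustering, without integration across samples, 1 oligodendrocyte cluster of 5800 nuclei came mostly from these libraries. It held 901, 2261 and 2292 nuclei of the aged AAV-EGFP replicates. It held 111, 42 and 135 of aged AAV-B3GNT3, and 16, 29 and 13 of young AAV-EGFP. Handling and group may each set these nuclei apart. The 1304 genes called between the other groups, in sum over 6 classes, do not decide, and no batch is given in the labels. The study states that work on several groups was alternated where possible, which speaks against groups handled apart, but it gives no batch for these libraries. Handling and group therefore cannot be told apart. A single wrong label is not excluded either, since it needs no partner. Without aged AAV-EGFP replicate 3 the mean r was above the largest values simulated for the same 8 samples by only 0.014, with 3 of the 6 classes (excitatory neurons, inhibitory neurons and astrocytes) not above theirs, as they were not without replicate 2 of that group. Besides aged AAV-B3GNT3 replicate 3, 4 samples were nearer to another group than to their own in some class. Young AAV-EGFP replicate 1 was nearer to aged AAV-B3GNT3 in inhibitory neurons (0.473 against 0.477) and microglia (0.501 against 0.555). Aged AAV-EGFP replicate 1 was nearer to both other groups in microglia (0.565 and 0.632 against 0.653) and BECs (0.785 and 0.769 against 0.952). Replicate 2 of that group was nearer to aged AAV-B3GNT3 in microglia (0.590 against 0.608) and to both in BECs (0.808 and 0.819 against 0.826), and aged AAV-B3GNT3 replicate 2 was nearer to young AAV-EGFP in BECs (0.541 against 0.585). Of 100 regroupings of the 9 samples, the real one included, 15 had a mean r as large as the real one (0.683 on log2 CPM), so a grouping by chance cannot be excluded. By class the number was 41 in excitatory neurons, 39 in inhibitory neurons, 25 in astrocytes, 20 in oligodendrocytes, 7 in microglia and 5 in BECs. The reversal of age-related change by AAV-B3GNT3 stays among the open explanations, untested against these.

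The same genes changed with AAV-B3GNT3 in several classes. More free RNA in aged AAV-EGFP would lower markers of other classes with AAV-B3GNT3, but their median log2 fold change was 0.189, with 217 of 337 higher. Mitochondrial and ribosomal protein genes are not the whole cause, as the mean r between classes was 0.455 without them, against 0.479 with them. Nor is gene length, with a mean r of 0.408 after its trend was removed. Fewer genes were then called in 2 or more classes, so a part played by gene length stays open. Less free RNA in aged AAV-EGFP may contribute, since background subtraction brought the mean r to 0.269. Its estimated share in oligodendrocytes was 11.9% ± 2.29 (SD, n = 3) in aged AAV-EGFP, 16.6% ± 3.19 in aged AAV-B3GNT3 and 18.8% ± 2.94 in young AAV-EGFP. In BECs it was 14.9% ± 4.21, 28.5% ± 5.34 and 24.8% ± 6.04. In aged AAV-EGFP and aged AAV-B3GNT3 it was 9.77% ± 0.892 and 16.5% ± 2.20 in astrocytes, and 14.6% ± 6.93 and 25.3% ± 1.52 in microglia. The neurons differed little, with 7.68% ± 1.83 and 8.24% ± 1.78 in excitatory and 7.92% ± 1.70 and 9.33% ± 1.32 in inhibitory neurons. Yet this pair of classes had the highest r, at 0.777. The estimate and the pattern come from the same counts, which keeps a part played by less free RNA open. Of 10 splits of the 6 samples, 1 gave as many genes in 2 or more classes, the real one, so chance cannot be excluded. An effect of AAV-B3GNT3 on many classes remains open too.

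Ribosomal protein genes were lower with AAV-B3GNT3 in all 6 classes. Their median log2 fold change was -0.55 in excitatory neurons, -0.61 in inhibitory neurons, -0.86 in astrocytes, -1.01 in oligodendrocytes, -0.81 in microglia and -1.52 in BECs. With ageing it was 0.44, 0.50, 0.58, 0.92, 0.91 and 1.37. They took 0.117% ± 0.0196 of UMIs (SD, n = 3) in aged AAV-EGFP, 0.0870% ± 0.00464 in aged AAV-B3GNT3 and 0.0819% ± 0.00285 in young AAV-EGFP. Scaling of the libraries would shift all genes alike, and is excluded because the difference between this median and that of all genes, nearest 0 among the classes, was -0.564. The trend over gene span is not the whole cause, as -0.236 was left after its removal. Free RNA stays open. The median nearest 0 was -0.545 after subtraction, but the subtraction rests on an assumed profile. Mature transcripts carried over with nuclei may contribute. Across genes the treatment change ran against the share of the span in the mature transcript, with a mean rho of -0.161 over the classes, but genes are not independent and the relation is weak. Handling or library batch of the aged AAV-EGFP samples may also give it, as the median between aged AAV-B3GNT3 and young AAV-EGFP averaged -0.076 over the classes. It ran from -0.31 in astrocytes, where 71 of 78 were lower, to 0.08 in microglia, and the astrocyte value is not what a change in aged AAV-EGFP alone would give. The labels give no batch, so batch and group cannot be told apart. Reads shared with ribosomal pseudogenes were not tested, and a true effect of age and AAV-B3GNT3 stays open.

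A few RNAs also differed in their share of UMIs. Malat1 took 3.55% ± 0.134 (SD, n = 3) in aged AAV-EGFP, 2.65% ± 0.0468 in aged AAV-B3GNT3 and 2.72% ± 0.350 in young AAV-EGFP. The 10 most abundant genes took 9.69% ± 0.529, 7.95% ± 0.352 and 8.37% ± 0.482.

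For the 12 counts of genes in the report, 1 of the 10 splits of the 6 samples gave as many genes in each class and comparison, the real one, so a grouping by chance cannot be excluded. Another split gave 62 genes for ageing in BECs, 15 for ageing in oligodendrocytes, 5 for ageing in microglia and 4 for treatment in excitatory neurons. In the other 8 cases the largest other split gave 0 by edgeR. For treatment in excitatory neurons a shift in the mix of neuron subtypes may contribute, since the largest cluster alone gave 49 genes against 430, but it also holds fewer nuclei, which keeps this open.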
